A study of Mus musculus with 6 samples. Its data were reported in "An intronic enhancer of Cebpa regulates adipocyte differentiation and adipose tissue development via long‐range loop formation" (2023).

How the data were processed

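The libraries were poly(A)-selected mRNA-seq of 3T3-L1 cells, a mouse preadipocyte line that turns into adipocytes under a hormone mixture, taken at Day 7 of differentiation. The labels place 3 libraries in dCas9-KRAB-En2 and 3 in dCas9-KRAB, and the replicate numbers were taken from the sample titles. The titles name another assay than the one recorded for these libraries, whose values are gene expression.

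The deposited values are TPM that the authors calculated per gene, in which read counts are divided by gene length and scaled to a constant library total. According to the methods of the study, reads were aligned to GRCm38/mm10 with HISAT2, counted per gene with featureCounts and turned into TPM, and the authors tested differences with DESeq2. The tables list 34514 genes, and the series table and the per-library tables held identical values. Each library summed to 1e+06 TPM, so a TPM is a share of a library and carries no depth by itself. TPM multiplied by the summed exon length of the gene in GENCODE M21 was a whole multiple of a step that is constant within a library. Whole reads, with a tolerance of 0.01, were recovered this way in all 6 libraries for 98.3% of the genes. Within single libraries 98.5% to 98.6% of values were whole, against 1.82% to 2.10% when gene lengths were shuffled. The recovered totals ranged from 31998109 to 82848091 reads per library, a ratio of 2.59. They were used for depth, for mean CPM (reads scaled to the library total) and for added alternatives. Gene IDs were matched to GENCODE M21 for 99.7% of the genes, and all coordinates are 1-based on GRCm38. Counting error for abundant genes is small at this depth, and a gene with no reads is limited to at most 3 reads, or 0.0362 to 0.0938 CPM.

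The tests fixed before the data were examined assumed counts. Because the files hold TPM, limma (version 3.58.1, in R 4.3.3) was used on log2(TPM + 1) instead, with an intensity trend and robust variance estimation, on genes with at least 1 TPM in at least 3 libraries, which kept 16593 genes. The group was the only term. P-values were adjusted by Benjamini-Hochberg over all tested genes, and the threshold was an adjusted p of at most 0.01, as in the study. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. Exact two-sided permutation tests of 3 against 3 libraries cannot give a p below 0.1. The same 6 libraries gave the correlations of log2(TPM + 1) across tested genes and the principal components.

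A list of 13 genes around Cebpa, a list of 9 adipocyte genes that the study named from these libraries, and 19 gene sets were fixed before the data were examined. Sets were tested with camera at a preset inter-gene correlation of 0.01 and a threshold of 0.05 on the adjusted p, with fry and an estimated correlation beside it, fgsea (version 1.28.0) as an alternative, and a two-sided Fisher's exact test of the share of lower genes. The named genes are those of both lists and, per direction, the 5 genes with the largest absolute log2 fold change among genes past the threshold with a mean of at least 5 CPM and no overlap between the groups. Few genes passed, so the same rule was also applied at an adjusted p of 0.05, a choice made after the values were seen.

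The steps were tested on simulated data: counts for 33931 genes drawn from the means and depths of the libraries, with 200 genes drawn for a known change. Of 16357 simulated genes that passed the filter, 198 were changed, and limma on log2(TPM + 1) recovered 88.4% of them at 0.01 with 4 false calls. Voom on reads recovered 97.0% with 2 false calls. All 33931 genes gave back their simulated reads. For gene sets, 1 of 20 simulated sets of 40 genes was shifted, and camera and fry both called it. With the other 19 sets drawn from all tested genes, camera called 0 of them and fry called 4. Of those 4, 3 held a changed gene and 1 held none. After this was seen the draw was repeated from unchanged genes, where both called 0 of 19.

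The alternatives fixed beforehand that were run were a pseudocount of 0.1, no filter, and at least 10 reads in every library. They also included the replicate number as a block, a gene length correction, both together, other thresholds, and leaving out each library in turn. Alternatives chosen after seeing the data were voom on the recovered reads (with library totals, with median-of-ratios scaling and with library weights), median-of-ratios scaling of TPM, TPM rescaled without genes under 200 bases and mitochondrial genes with their near-identical pseudogenes, protein-coding genes alone, library weights on log2(TPM + 1), and limma without robust variance estimation. The closing section gives their effect. Whether a gene shares reads with others was examined as the percent of 50-base windows of its longest transcript that occur in transcripts of other genes. Guide sequences were not matched to the genome here. No per-sample column was left without a sample. Figures were drawn with matplotlib 3.10.9.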

Results

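Gene expression was measured by mRNA-seq in 3T3-L1 cells at Day 7 of adipogenic differentiation. dCas9-KRAB is a catalytically inactive Cas9 fused to a repressor domain, which silences the regulatory element that a guide RNA directs it to. In dCas9-KRAB-En2 cells the guides target Cebpa-L1-AD-En2, an enhancer inside an intron of Pepd that the study linked to Cebpa, and dCas9-KRAB cells serve as the control. Each group had 3 libraries. Recovered from the TPM values were 67180619, 31998109 and 36324805 reads in dCas9-KRAB replicates 1, 2 and 3, and 48751497, 82848091 and 78602922 reads in dCas9-KRAB-En2 replicates 1, 2 and 3. No replicate pair agreed within sampling noise: the chi-square per gene between replicates of a group was at least 8.05, where sampling noise alone gives about 1.

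To examine how the libraries relate to each other, correlations of log2(TPM + 1) were computed across genes, which are not independent replicates. The mean Pearson correlation was 0.986 ± 0.00443 (SD over 6 pairs) within groups and 0.981 ± 0.00163 (SD over 9 pairs) between groups. With a pseudocount of 0.1 these means were 0.971 and 0.964, the alternative that moved them most. Within the dCas9-KRAB group the correlations ranged from 0.985 to 0.989. Within the dCas9-KRAB-En2 group replicates 2 and 3 correlated at 0.993, whereas the lowest pair, which included replicate 1, had 0.982, inside the between-group range of 0.979 to 0.983. The first principal component held 36.6% of the variance and separated the groups, and the second held 24.4% and set dCas9-KRAB-En2 replicate 1 apart.

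**Figure D1:**
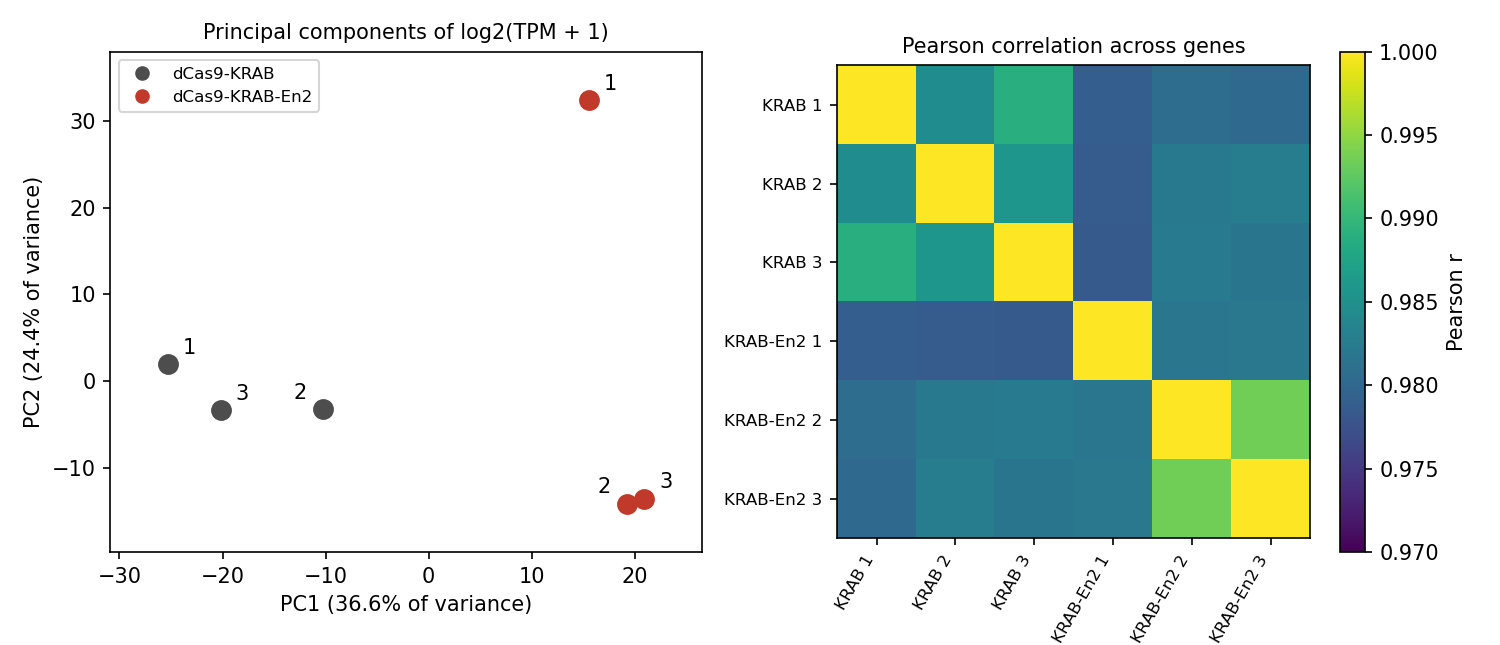
Left, scores of the 6 libraries on the first principal components of log2(TPM + 1), with replicate numbers beside the points, dCas9-KRAB in grey and dCas9-KRAB-En2 in red. Right, Pearson correlation across genes for each pair of libraries, on a colour scale up to 1. PC1 (36.6% of variance) separates the groups and PC2 (24.4%) separates dCas9-KRAB-En2 replicate 1 from the other libraries.

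The expression of Cebpa addresses whether repression of the enhancer lowers its proposed target, and it also checks the labels. Cebpa (chromosome 7, 35119293 to 35121928, plus strand, GRCm38) was at 84.4, 88.04 and 76.9 TPM in the dCas9-KRAB libraries and at 52.6, 41.4 and 47.0 TPM in the dCas9-KRAB-En2 libraries. The means were 83.1 ± 5.69 TPM (SD, n = 3) and 47.0 ± 5.62 TPM (SD, n = 3), 43.4% lower, and all 3 dCas9-KRAB-En2 libraries lay below every control library. The log2 fold change was -0.81 (SE 0.0989) with a limma adjusted p of 0.0319, which did not pass the threshold of 0.01. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries allow. The call depended on the model: voom on the recovered reads gave -0.89 with an adjusted p of 0.00453, and over all alternatives the adjusted p ranged from 1.76e-05 to 0.14. At least 1995 reads per library lay behind these values. Cebpa shares 0.116% of its 50-base windows with the overlapping gene Gm45091.

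Pepd (chromosome 7, 34912379 to 35044708, plus strand), which hosts the enhancer in an intron, was at 32.1 ± 3.12 TPM (SD, n = 3) in dCas9-KRAB and 33.3 ± 3.95 TPM (SD, n = 3) in dCas9-KRAB-En2 cells. The log2 fold change of 0.05 (SE 0.108) was within the spread between replicates (limma adjusted p 0.824). Its sign turned with a change of scaling or with the library left out, and its limma adjusted p over all alternatives ranged from 0.0245 to 0.997.

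Of the 13 genes of the Cebpa region, 7 were tested and 0 passed the threshold. Adjusted over the list alone, 1 gene passed, which was Cebpa, and 1 had an unadjusted p under 0.05. The other 6 tested genes (Kctd15, Pepd, Cebpg, Gpatch1, Faap24 and Cep89) had limma adjusted p-values of 0.22 to 0.824. Cebpg, the nearest tested gene downstream of Pepd, changed by -0.13 (SE 0.0581, limma adjusted p 0.22). It lay below every control library in all 3 dCas9-KRAB-En2 libraries, while Kctd15 lay above every control library in them. Cebpg passed 0.01 only with library weights, in voom (adjusted p 0.00415) and in limma on log2(TPM + 1) (adjusted p 0.00808). Chst8, Slc7a10, Lrp3, Wdr88, Rhpn2 and Slc7a9 were below the filter on low values. Faap24 and Rhpn2 overlap, as do Slc7a10 and Lrp3, so their values are uncertain.

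The 9 adipocyte genes that the study named from these libraries address whether repression of the enhancer changes the adipocyte programme. All 9 were lower in dCas9-KRAB-En2 cells, with no overlap between the groups in any of them, whereas chance gives no overlap for 10% of genes. Over all tested genes 0 passed 0.01, 4 passed 0.05 and 9 had an unadjusted p under 0.05. Adjusted over the list alone, 8 passed 0.01, but the study chose this list on the same libraries, so this is not independent evidence. The 4 genes past 0.05 were Adipoq, Lep, Lpl and Pnpla2. This count also depended on the fit: 8 of the 9 passed 0.05 without dCas9-KRAB-En2 replicate 1, 0 passed it in each of the 5 fits without another library, and 0 passed it with no filter on low values. Adipoq fell from 530 ± 54.7 to 254 ± 46.4 TPM (SD, n = 3), a log2 fold change of -1.07 (SE 0.142, adjusted p 0.0371). Lep fell from 5.68 ± 1.55 to 1.48 ± 0.267 TPM (SD, n = 3), the largest fall of the list at -1.41 (SE 0.187, adjusted p 0.0363). Lpl fell from 708 ± 66.2 to 436 ± 14.7 TPM (SD, n = 3; log2 fold change -0.69, adjusted p 0.0319) and Pnpla2 from 184 ± 9.97 to 110 ± 6.96 TPM (SD, n = 3; log2 fold change -0.73, adjusted p 0.0244). Fabp4 (-1.21, adjusted p 0.0511), Slc2a4 (-0.83, 0.0818), Pparg (-0.44, 0.0863), Plin1 (-0.77, 0.101) and Plin2 (-0.20, 0.172) did not pass 0.05 in limma. With library weights in voom 8 of the 9 passed 0.01, the alternative that moved this count most, and leaving out dCas9-KRAB-En2 replicate 1 gave 1.

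**Figure D2:**
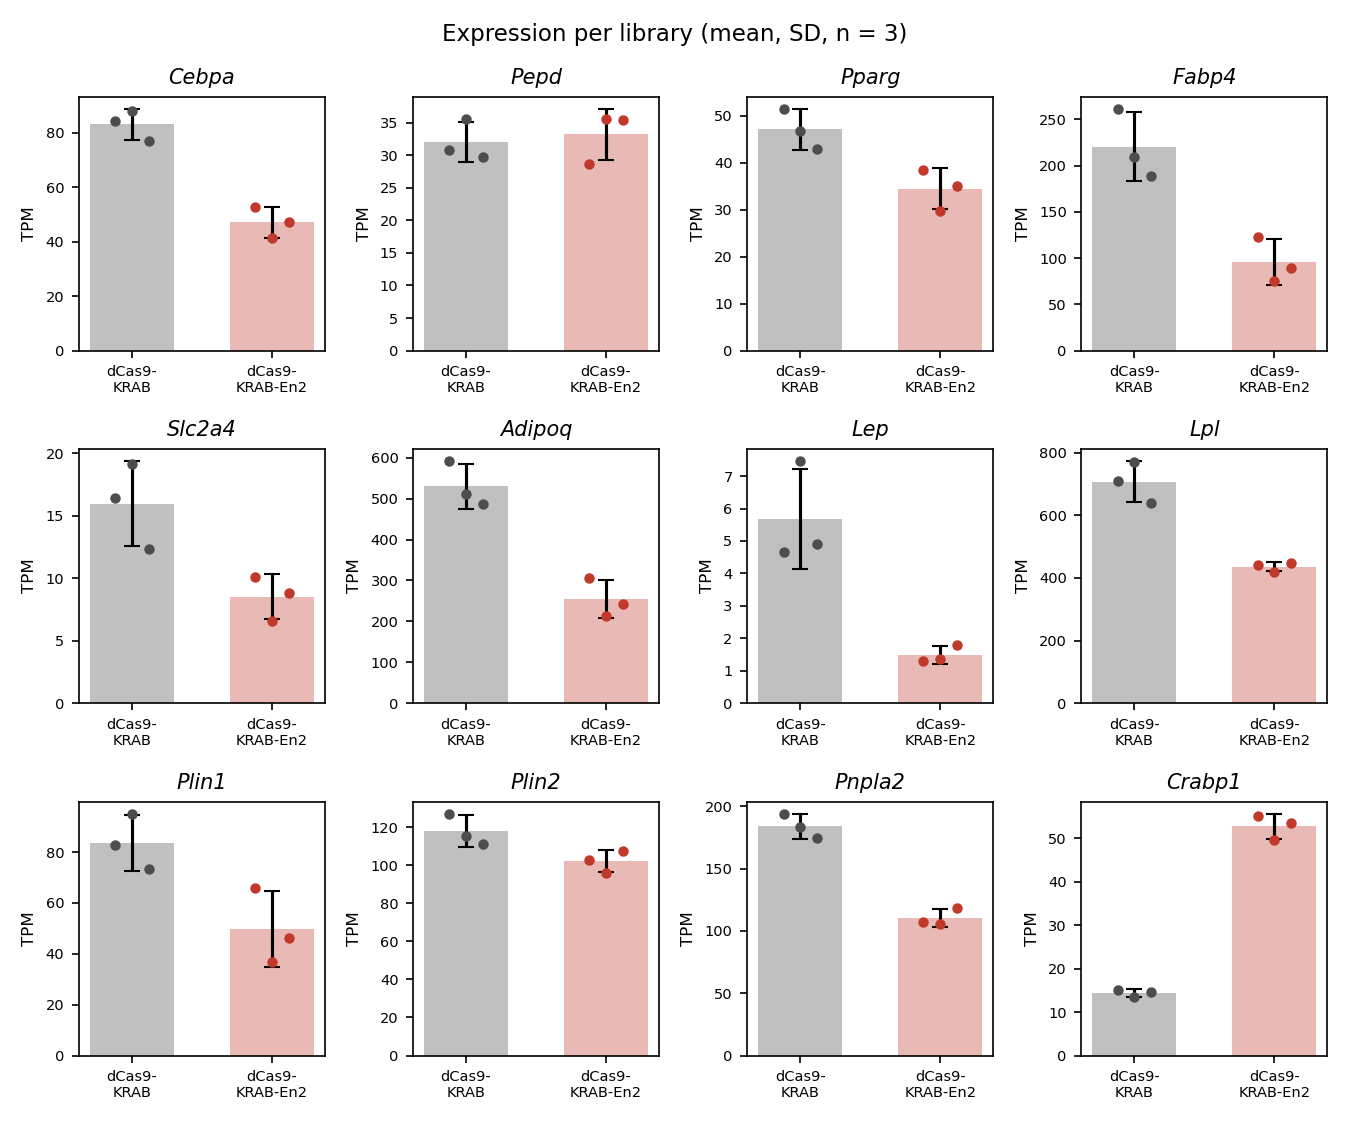
Expression in TPM of Cebpa, Pepd, the 9 adipocyte genes and Crabp1, with a bar for the mean of 3 libraries, an error bar for the SD and a point for each library, dCas9-KRAB in grey and dCas9-KRAB-En2 in red. Cebpa means are 83.1 and 47.0 TPM, Pepd means are 32.1 and 33.3 TPM, and Crabp1 means are 14.5 and 52.8 TPM.

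Across the transcriptome, 2 of 16593 tested genes passed an adjusted p of 0.01 in limma, both higher in dCas9-KRAB-En2 cells, and 0 were lower, although 1631 lower genes and 2268 higher genes had an unadjusted p under 0.05, where chance gives about 830 in both directions together. At an adjusted p of 0.05 there were 162 genes, 55 higher and 107 lower. This balance and count were not stable: without dCas9-KRAB-En2 replicate 1 there were 1349 genes, 727 higher and 622 lower, at most 6 in the 5 fits without another library, and 3 with no filter on low values. The groups did not overlap in 5031 genes, 30.3% of those tested, against 10% by chance. The count depended strongly on the model. Voom on the recovered reads called 125 genes at 0.01, 40 higher and 85 lower, and library weights on log2(TPM + 1), the alternative that moved it most, called 3258 genes.

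Crabp1 (chromosome 9, 54764748 to 54773110, plus strand) rose from 14.5 ± 0.875 to 52.8 ± 2.87 TPM (SD, n = 3), a log2 fold change of 1.80 (SE 0.0727, limma adjusted p 0.000744), and met the naming rule. Its limma adjusted p over the alternatives reached 0.0328. Nmral1 (chromosome 16, 4710059 to 4719356, minus strand) was below the CPM minimum of that rule and is named after its values were seen. It rose from 0.744 ± 0.157 to 6.75 ± 0.483 TPM (SD, n = 3), a log2 fold change of 2.15 (SE 0.129, adjusted p 0.00549) that lost the 0.01 threshold in several fits and reached 0.0611. No lower gene met the rule. Applied at 0.05, the rule gave Crabp1, Elavl2 (1.09), Cyp26b1 (1.04), Ereg (0.97) and Olfr289-ps1 (0.89) as the higher genes with the largest log2 fold changes, and Sncg (-2.74), Gm11703 (-1.61), Retn (-1.48), Cfd (-1.44) and Orm1 (-1.37) as the lower ones. Gm11703 is a processed pseudogene that shares 80.9% of its 50-base windows with other genes, and Orm1 shares 20.4%, so both values are uncertain.

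For the gene sets, camera with the preset correlation called 12 of 19, 11 lower and 1 higher. With the correlation estimated from the data it called 0 (lowest adjusted p 0.199), the alternative that moved the count most, although 2 sets had an unadjusted p under 0.05 there. Fgsea called 13, 12 lower and 1 higher, which were these 12 and cholesterol synthesis (adjusted p 0.026). Fry called 4, all of them among the 12: adipocyte identity, lipid droplet and lipolysis, PPAR signalling and fatty acid oxidation. The adipocyte identity set (32 tested genes) had a median log2 fold change of -0.70, with 29 genes lower (camera adjusted p 4.84e-17, fry 0.0387), and 10 of its genes were lower past 0.05 (Fisher's exact test, two-sided, adjusted p 8.82e-14). It holds 8 of the 9 adipocyte genes above. Lipid droplet and lipolysis genes had a median of -0.39 (camera adjusted p 3.43e-09, fry 0.0387), PPAR signalling genes -0.22 (1.5e-07, 0.0387) and fatty acid oxidation genes -0.15 (1.5e-07, 0.0185). Oxidative phosphorylation genes had a median of -0.29 with 77 of 79 lower (camera adjusted p 1.84e-20), but fry gave 0.115. The mean of this set relative to the control mean was 0.13, -0.11 and -0.03 in dCas9-KRAB replicates 1, 2 and 3 and -0.14, -0.34 and -0.38 in dCas9-KRAB-En2 replicates 1, 2 and 3, so dCas9-KRAB-En2 replicate 1 lay just below the lowest control library. TCA cycle genes (median -0.12), de novo lipogenesis (-0.11), triglyceride synthesis (-0.09), hypoxia and glycolysis (-0.04), cytosolic ribosomal proteins (-0.05) and interferon response (-0.19) passed in camera and fgsea but not in fry. The interferon response set lay 0.68 below the control mean in dCas9-KRAB-En2 replicate 1 and at -0.018 and 0.019 in replicates 2 and 3, against 0.38, -0.40 and 0.01 in the controls. Without dCas9-KRAB-En2 replicate 1 its camera adjusted p was 0.649, and without dCas9-KRAB replicate 1 it was 0.549. The cell cycle set also passed in camera and fgsea but not in fry, the only set called higher with all libraries (median 0.30, camera adjusted p 0.00231, fry 0.541). Its rise came from dCas9-KRAB-En2 replicate 1, which lay 0.76 above the control mean while replicates 2 and 3 lay 0.01 and 0.02 above it, and without that library its direction turned (camera adjusted p 0.908). Preadipocyte and fibroblast genes (median 0.14), cholesterol synthesis (-0.02), collagen and extracellular matrix (-0.02), brown and beige adipocyte genes (-0.02), mitochondrially encoded mRNAs (-0.08), unfolded protein and stress response (0.11) and p53 targets (0.08) did not pass in camera or fry. Without dCas9-KRAB-En2 replicate 1, preadipocyte and fibroblast genes (camera adjusted p 0.0108) and unfolded protein and stress response (0.0038) were called higher and cholesterol synthesis lower (1.63e-09). Cholesterol synthesis also passed without dCas9-KRAB replicate 3 (0.0145). Its mean lay 0.41 above the control mean in dCas9-KRAB-En2 replicate 1 and at -0.37 and -0.31 in replicates 2 and 3.

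**Figure D3:**
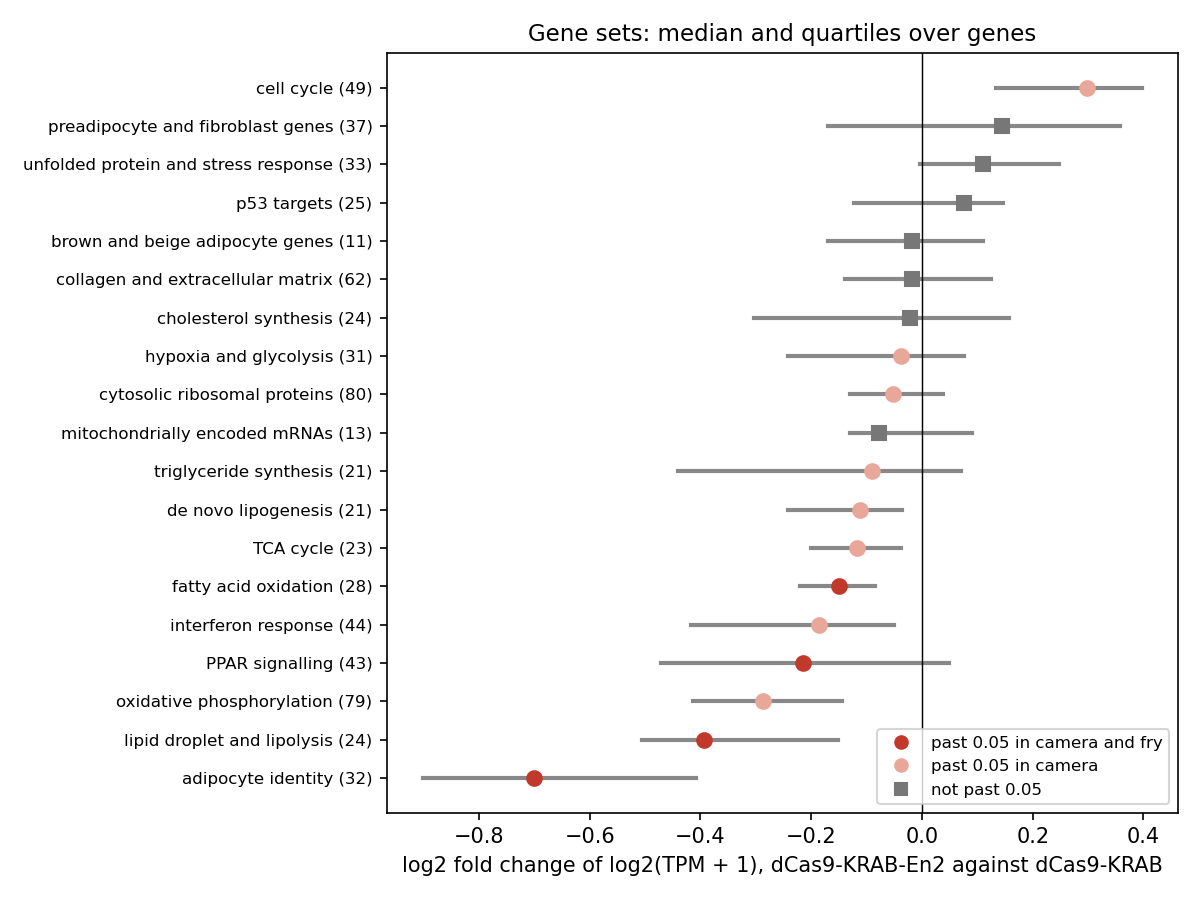
Median log2 fold change (points) and quartiles (lines) over the genes of each set, on the log2(TPM + 1) scale, dCas9-KRAB-En2 against dCas9-KRAB, with the number of tested genes in brackets. Red sets passed 0.05 in camera and fry, pale sets in camera but not in fry and grey squares in neither, and the adipocyte identity set lies lowest at -0.70.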

Values the study reported

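The study reported that repressing the En2 and En3 regions lowered Cebpa mRNA, measured by qRT-PCR on Day 7, by 69% and 60%. From the RNA-seq libraries it reported 1057 differentially expressed genes at a q-value of at most 0.01, of which 634 were lower and 423 higher in dCas9-KRAB-En2 cells. The study also reported Cebpa and the adipocyte genes listed above as significantly lower in these libraries. From lipid droplet staining on Day 7, the study reported that repressing the En2 and En3 regions weakened droplet formation and blocked the differentiation of adipocytes. It placed the En2 enhancer in intron 13 of Pepd.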

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

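The tests based on counts (both count-based tools with their scalings, the library-size normalization of genes and of gene sets, and the likelihood ratio test) were not run because the files hold TPM. Log2 CPM came from recovered reads without a further scaling. All voom settings, both scalings of TPM, the restriction to protein-coding genes, the library weights and limma without robust variance estimation were chosen after seeing the data.

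Cebpa was lower in all fits. It passed 0.01 with voom (-0.89), with voom and median-of-ratios scaling (-0.89), with voom and library weights (-0.92), with library weights on log2(TPM + 1) (-0.81) and with protein-coding genes alone (-0.81), where fewer genes were tested. It ranged from -0.90 to -0.73 across the 6 fits that each left out one library. Its adjusted p was 0.0101 without dCas9-KRAB-En2 replicate 1 and 0.0647 or more in the other 5 such fits. Pepd changed sign under median-of-ratios scaling (-0.0047) and ranged from -0.0041 to 0.15 over the fits without one library, with values below 0 without dCas9-KRAB replicate 3 (-0.0028), without dCas9-KRAB-En2 replicate 2 (-0.0041) and without replicate 3 (-0.0010). These values below 0 lie within its SE. Library weights on log2(TPM + 1) gave 0.21 with an adjusted p of 0.0245, the only fit past 0.05 and the farthest from 0, and voom with library weights gave 0.11.

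Of the genes around the enhancer, 1 (Cebpa) passed in voom, in voom with median-of-ratios scaling and with protein-coding genes alone. With library weights 2 passed, Cebpa and Cebpg, in voom as well as on log2(TPM + 1). The count was 0 in each fit without one library. Of the 9 adipocyte genes, 3 passed in voom, 4 in voom with median-of-ratios scaling, 8 in voom with library weights, 7 with library weights on log2(TPM + 1) and 2 with protein-coding genes alone, and from 0 to 1 across the fits without one library. All 9 were lower in each of these fits. At 0.05 the adipocyte count was 4, 7 in voom, 9 in voom with library weights, 8 without dCas9-KRAB-En2 replicate 1 and 0 in the other 5 fits without one library. The cause was not tested, except where fewer genes or libraries entered by construction.

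The 2 differentially expressed genes became 1 with a pseudocount of 0.1, 1 with no filter on low values, 5 with at least 10 reads in every library (2 higher, 3 lower), 4 after rescaling without short and mitochondrial genes (2 higher, 2 lower) and 30 with protein-coding genes alone (8 higher, 22 lower). Median-of-ratios scaling of TPM gave 3, of which 1 was lower. At 0.05 the count was 162, 66.0% of them lower, against 55.01% lower of 349 after rescaling. Voom called 125, with median-of-ratios scaling 133 (39 higher, 94 lower) and with library weights 2597 (1042 higher, 1555 lower). Library weights on log2(TPM + 1) called 3258 (1899 higher, 1359 lower), and at 0.05 lower genes were 40.9% there. The weight estimated for dCas9-KRAB replicate 3 was 5.72 there and that for dCas9-KRAB-En2 replicate 1 was 0.217, so few libraries carry those fits. Across the fits without one library the count ranged from 0 to 43. The highest was without dCas9-KRAB-En2 replicate 1, which also gave 1349 genes at 0.05 (727 higher, 622 lower), whereas the other 5 fits gave at most 6 at 0.05. With no filter 3 genes passed 0.05. Of the 162 genes at 0.05, 161 were tested in voom and 152 passed 0.05 there. The cause of these changes was not tested.

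The replicate number as a block gave 1 differentially expressed gene, and 0 together with the gene length correction (3690 with an unadjusted p under 0.05). With the block 1 gene and 0 of the 9 adipocyte genes passed 0.05. Nmral1 lost 0.01 under the block (adjusted p 0.0503), Crabp1 lost it when the length correction was added (0.0328), and the block alone changed no other call at 0.01 among the named genes and no call among the gene sets. Deviations of same-numbered libraries from their group means correlated at 0.07, -0.02 and -0.002, so the libraries share only a number.

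The within-group correlation was 0.971 and the between-group correlation 0.964 with a pseudocount of 0.1, and 0.993 and 0.990 on log2 CPM. Without one library they ranged from 0.985 to 0.988 and from 0.980 to 0.982. Gene sets past the threshold were 0 with the estimated correlation, 4 with fry, 13 with fgsea, and from 9 to 13 across the fits without one library. p53 targets, not past the threshold, turned in fry (adjusted p 0.597) and without dCas9-KRAB replicate 3 (0.975), dCas9-KRAB-En2 replicate 1 (0.807) and dCas9-KRAB-En2 replicate 2 (0.879). Cytosolic ribosomal proteins turned without dCas9-KRAB replicate 1 (0.549) and cell cycle without dCas9-KRAB-En2 replicate 1 (0.908). Triglyceride synthesis lost its call without dCas9-KRAB replicate 2 (0.144) and dCas9-KRAB-En2 replicate 2 (0.0608), cytosolic ribosomal proteins without dCas9-KRAB-En2 replicate 3 (0.47), and hypoxia and glycolysis without dCas9-KRAB replicate 1 (0.323), dCas9-KRAB replicate 2 (0.124) and dCas9-KRAB-En2 replicate 2 (0.598). The adjusted p-values of the fits without one library ranged from 0.704 to 0.975 for p53 targets, from 3.33e-06 to 0.549 for cytosolic ribosomal proteins and from 2.94e-07 to 0.908 for cell cycle. Of 26 other named genes, Faap24 turned in voom (-0.0011), voom with median-of-ratios scaling (-0.0040) and voom with library weights (-0.018). Over 362 comparisons of those genes with other settings, 65 became stronger and 5 weaker, and over 156 fits without one library 3 became stronger and 7 weaker. Over 95 comparisons of gene sets with other tests and settings, 20 became weaker and 1 stronger. Depth differed 2.59-fold between libraries, and it limits low genes such as Nmral1, with as few as 24 reads.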

Other observations

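All tests in this part were chosen after the results were seen, except the comparison of splits for the number of differentially expressed genes at 0.01.

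Cebpa mRNA was 43.4% lower here. That is a smaller fall than the qRT-PCR value quoted from the study above. The number of differentially expressed genes here was 2, of which 0 were lower and 2 higher. Those are lower than the numbers quoted from the study above.

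Other splits of the 6 libraries into 3 and 3 were fitted in the same way. The labelled split was the only 1 of the 10 splits with as many genes at 0.01, and likewise 1 of 10 at 0.05 and 1 of 10 for voom at 0.01: the 9 other splits gave 0 genes in each case, with 210 to 1983 genes at an unadjusted p under 0.05 in limma against 3899 in the labelled split. With 10 splits the share cannot go below this, so chance is not excluded. Camera behaved differently. With 12 sets in the labelled split, 3 of the 10 splits gave as many, the labelled split included, and the highest of them gave 14, so the number of sets past the preset-correlation threshold does not set the labelled groups apart. Fry gave 4 sets in the labelled split and 0 in each other split, where at most 3 sets had an unadjusted p under 0.05. The 0 adipocyte genes and 0 genes around the enhancer past 0.01 were trivially matched by 10 and 10 of the 10 splits.

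Few genes passed 0.01 although many had a low unadjusted p. With all libraries thinned to the depth of the shallowest in 5 random draws, at most 2 genes passed. Thinning only discards reads, so this does not decide whether unequal depth held the count down, which stays open. The same limma statistics set against a normal distribution, which ignores that the variance is estimated from few libraries, would call 1825 genes at 0.01. A normal distribution always calls at least as many from the same statistics, so this does not decide whether the reference distribution held the count down. In the simulation limma recovered 88.4% of the changed genes at 0.01 with 4 false calls, but all genes were given the same spread there, so the question stays open.

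Within the dCas9-KRAB-En2 group, immediate-early genes, which respond within an hour to serum or growth factors, differed between libraries. Egr1 was at 322 and 385 TPM in replicates 2 and 3 and at 56.6 TPM in replicate 1, against 62.5 to 67.9 TPM in the controls. Of a list of such genes written after Egr1, Nr4a1, Ccn1, Fos and Jun had been seen, the 32 tested genes other than these 5 were higher in replicates 2 and 3 than in replicate 1 by a median of 0.64 on the log2 scale, and 0 of 10000 random lists matched on mean expression reached it. Depth was argued against, since the deepest control library differed from the shallowest by a median of -0.031 over the list. Whether replicate 1 is a swapped control library was examined from its position among the libraries and from single genes. Each control in turn was held out, genes were chosen at an unadjusted p under 0.01 between the other controls and dCas9-KRAB-En2 replicates 2 and 3, and the held-out control and replicate 1 were placed on them. Replicate 1 lay beyond both controls in the direction of replicates 2 and 3 in 73.0%, 81.7% and 75.1% of genes. The held-out control did so in 28.9%, 75.7% and 47.9% of the same genes. Replicate 1 was thus higher on each list, although dCas9-KRAB replicate 2 came near it with 75.7%. In median position from the controls (0) to replicates 2 and 3 (1), replicate 1 was at 0.490, 0.609 and 0.499 and the held-out controls at -0.146, 0.382 and 0.118. In the adipocyte identity set replicate 1 was at 0.581 and the control libraries between -0.245 and 0.367. With 3 controls to compare with, these positions alone do not exclude a swap. Single genes argue against it, for the genes they cover. Cebpa was at 52.6 TPM in replicate 1 against 76.9 to 88.04 TPM in the controls. All 9 adipocyte genes lay below every control, but the study named them from these libraries with replicate 1 in its group. Crabp1 was at 55.2 against 13.5 to 15.2 TPM and Nmral1 at 7.24 against 0.634 to 0.924 TPM. Both were picked with replicate 1 in its group, but both also passed 0.01 in the limma fit without it. The 32 immediate-early genes went the other way, with a median of -0.025 in replicate 1 against -0.016 to 0.015 in the controls. Handling of the cultures before harvest, such as the time since the last medium change, is a candidate explanation that the list median is consistent with, but the labels give no batch, and a difference in the biology of the cultures stays open and untested. Replicate 1 was also the library with the higher cell cycle genes.

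Oxidative phosphorylation genes were lower in dCas9-KRAB-En2 cells as a set in camera, though not past 0.05 in fry. Gene length and GC content were argued against, since 0 of 10000 random lists matched on length, GC content and expression had a median as low as that of the set. Scaling was argued against too, with a median of -0.34 under median-of-ratios scaling. A lower share of adipocytes cannot be told apart from a change within adipocytes by these libraries alone. Preadipocyte and fibroblast genes had a median of 0.14, but 13 of 37 were higher and 3 lower at an unadjusted p under 0.05. The lipid droplet staining quoted from the study above goes with a lower share. It does not exclude a change within adipocytes. The effect of enhancer repression itself stays among the open explanations.

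Crabp1 and Nmral1 were the 2 genes past 0.01 in limma, both higher. A gain of the surrounding region was argued against, since the 18 tested genes within 1 Mb of Crabp1 had a median log2 fold change of -0.015 and the 43 around Nmral1 had 0.037. Shared reads were argued against, with 0% of the 50-base windows of Crabp1 and 0.502% of those of Nmral1 found in other genes. Crabp1 and Cyp26b1 both act on retinoic acid, but the 16 other tested genes of a retinoic acid list had a median of -0.011 with 8 higher and 8 lower, which does not decide whether that pathway responded. An off-target or insertion effect of the lentiviral constructs is a possible explanation that was not tested.

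The fall of the pseudogene Gm11703 may reflect reads of related genes, since 77.0% of its windows occur in Gm10240, which fell too (log2 fold change -0.76, limma adjusted p 0.0278). Gm23935, annotated as a miRNA gene, held 18495 TPM in dCas9-KRAB and 32009 TPM in dCas9-KRAB-En2 cells on average. As it is short (57 bases), its 10269 to 46464 reads per library become many TPM. All 8 of its 50-base windows also occur in Gm24245, so the value of Gm23935 is uncertain. Its rise was argued against as the whole cause of the larger changes: after rescaling without Gm23935 alone, log2 fold changes moved by a median of 0.019, and Cebpa stayed at -0.79, Crabp1 at 1.82 and the median of the adipocyte identity set at -0.68. The number of genes at 0.05 became 119, 52 higher and 67 lower, so small changes near the threshold do depend on it. Mitochondrial genes and their nuclear pseudogenes share nearly all windows (99.5% for mt-Co2 with Gm28661), so reads of these windows cannot be assigned to a single place and the values of these genes are uncertain.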
